A study of Mus musculus with 4 samples. Its data were reported in "Remodeling of the tumor microenvironment via disrupting Blimp1+ effector Treg activity augments response to anti-PD-1 blockade" (2021).

How the data were processed

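CD45− live tumor cells were sorted by the authors from B16-OVA tumors of WT and KO mice, which had received the tumor cells and a first dose of NP-OVA antigen with complete adjuvant at day 0 and a second dose with incomplete adjuvant at day 7. Tumors had a volume of up to 1.5 cm3. Total RNA (100 ng per sample) was hybridized by the authors to the nCounter Mouse PanCancer Pathways panel, which has 750 endogenous, 20 housekeeping, 8 negative control and 6 positive control probes. The authors deposited raw barcode counts per probe for 4 samples, 2 per group. The authors also deposited a table of scaled signal, in which each count was multiplied by 1 factor per sample (0.877 to 0.986) and low values were set to a floor of 17. The values above the floor matched that product within 0.5 counts plus 0.2%, and the factors differed from the housekeeping factors used here by at most 1.28% after both were centred. Medians of that signal over the 750 gene probes were 50.0 and 61.7 in WT and 49.3 and 49.9 in KO samples. The authors tested for differences in nSolver at an unadjusted p, and how its factors were set is not given in the sources used here.

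Groups were taken from the sample labels. The labels number the samples within each group, and the study speaks of mice, but no label states that each sample came from a separate animal. The p-values of single genes therefore measure the spread between these samples. Chi-square statistics per degree of freedom between pairs of samples were at least 12.8, so no pair agreed within counting noise. The lowest was between WT 1 and KO 1, while WT 1 and WT 2 were at 31.8 and KO 1 and KO 2 at 52.5. Probe names are those of the panel; by unversioned RefSeq accession 764 of 770 gene and housekeeping probes were found in a RefSeq table of assembly GRCm38.p6, with a different current symbol for 11 of them (Figf on the panel is now Vegfd). No genome build is named by the files, and no coordinates were used.

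Counts were scaled by the geometric mean of the housekeeping probes with a mean count of at least 100, which all 20 met, giving factors of 0.935 to 1.06. Endogenous probes were tested if their count lay above the mean plus 2 SD of the 8 negative controls of the same sample in at least 2 of the 4 samples, which left out 304 and kept 446, with a median count of 352. Of these, 64 had a mean under 50 counts, where counting error is largest. Counts as deposited were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, genotype as the only term, 2 residual degrees of freedom), two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05, in R 4.3.3. Standard errors were derived from the log2 fold change and its F statistic. Gene lists with at least 5 tested members, 14 of 21, were tested with camera in limma 3.58.1 with a preset inter-gene correlation of 0.01 and adjusted over the lists. Camera compares a list with the other tested genes. With the preset correlation its p-value measures the spread between genes and not between samples.

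The test, the scaling, the filter, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule names, per direction, the 10 genes with the largest change past the adjusted threshold, filled up with genes of lowest p at an unadjusted p under 0.05 and a fold of at least 1.5; Pgf, Vegfa and Prdm1; and up to 4 members of lowest p from each list that passed or had one of the 4 largest medians. It named 29 genes, 28 of them tested. Other genes in the text, such as Vegfb, Vegfc, Ddit4, Dusp6, Spry2, Asxl1, Kmt2d, Klf4, Fos, Jun and Nr4a3, were chosen after their values were seen. The results of 1 gene are not reported here. The alternatives were other scalings (TMM, DESeq2 size factors, total count, positive controls, all housekeeping probes), DESeq2 1.42.0, limma-voom, other filters, background subtraction, the replicate number as a block, leaving out each sample, the deposited scaled signal (log2 with a pseudocount of 1) in limma, an unequal-variance test on log2 scaled counts as in the study's software, and for lists camera with an estimated correlation and fry.

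The tests were tried on counts simulated from the means, library sizes and dispersions of the 446 genes, in 10 simulations of each kind. A first version gave all genes of 1 abundance the same dispersion; it was replaced, after its result was seen, by one in which dispersions varied between genes as fitted, with 4.13 prior degrees of freedom, which recovers fewer genes. With 200 changed genes edgeR recovered 25.2%, 68.8% and 94.5% of those changed 1.5-fold, 2-fold and 4-fold, and 2.80% of its calls were unchanged genes. With 21 changed genes it recovered 0%, 31.4% and 77.1%, and 14.4% of its calls were unchanged genes, above the nominal 5%. DESeq2 recovered 14.5%, 55.7% and 90.0% of the 21, with 22.4% of its calls unchanged genes. With no gene changed, edgeR made 2 and DESeq2 12 adjusted calls over the 10 simulations. At an unadjusted p under 0.05, camera found a 10-gene list shifted 1.5-fold in 10 of 10 simulations and an unshifted list in 0. Genes were drawn independently there, and lists of correlated genes or of 5 members were not simulated. A few genes changed 2-fold or less would therefore mostly go uncalled with these 4 samples. The simulated counts were scaled with their true library sizes, so an error in the scaling was not simulated.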

Results

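To ask how a loss of Blimp1 in Foxp3+ regulatory T (Treg) cells bears on the tumor itself, the study profiled CD45− live cells sorted from B16-OVA melanomas, a transplantable mouse melanoma that expresses ovalbumin, with a NanoString panel of cancer pathway genes. There were 2 samples from Foxp3YFP-Cre (WT) mice and 2 from Prdm1fl/flFoxp3YFP-Cre (KO) mice, in which Prdm1, the gene that encodes Blimp1, is deleted in Foxp3+ cells. The nCounter assay counts barcoded probes on unamplified RNA. The 750 gene probes of a sample held between 626056 and 692284 counts in total, and 446 of them lay above background in at least 2 of the 4 samples. Values below are scaled counts, that is counts divided by a factor per sample from the 20 housekeeping probes. Over the 446 tested genes the samples did not group by genotype. On the log2 scale KO 1 correlated at 0.993 with WT 1 and 0.990 with WT 2, above its 0.981 with KO 2. The first principal component, with 60.4% of the variance, set KO 2 at 6.95 and the other samples at -3.27 to -1.33. CD45− sorting excludes the Treg cells in which Prdm1 was deleted, and the Prdm1 probe gave 9 and 9 counts in the WT samples and 9 and 6 in the KO samples, below the background limits of 17.5 to 21.9 counts, so that it checks neither the deletion nor the labels.

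CD45− cells from KO mice held more Bnip3, Pgf and Vegfa transcript in both samples than either WT sample did, but no single gene passed the adjusted threshold. Of all 446 tested genes, 50 (11.2%) had both KO samples above both WT samples and 140 (31.4%) had both below, where chance gives 16.7% in each direction. These shares were counted under the housekeeping scaling only, with a median log2 fold change of -0.08 over all tested genes. That median was -0.03 with TMM and 0.05 with positive controls, so the excess of lower genes does not show a broad decrease in KO samples. Bnip3, a mitochondrial protein gene induced by low oxygen, was at 16563 ± 2390 scaled counts in KO and 9009 ± 989 in WT samples (SD, n = 2 per group), 1.84-fold higher. Pgf, the gene the study named from this panel, which encodes placental growth factor, was at 306 and 565 scaled counts in the KO samples and at 196 and 137 in the WT samples, 2.62-fold higher. Pik3r3, a regulatory subunit of PI3 kinase, was at 1117 ± 213 in KO and 1848 ± 93.8 in WT samples (SD, n = 2), 1.66-fold lower.

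The gene comparison tested 446 genes with edgeR's quasi-likelihood test, and 0 passed an adjusted p of 0.05, the lowest adjusted p being 0.415. At an unadjusted p under 0.05 there were 33 genes, 13 higher and 20 lower in KO samples, where chance alone gives about 22.3. The balance of directions turned with the scaling, to 20 higher and 14 lower with TMM, 20 and 10 with DESeq2 size factors and 25 and 3 with positive controls. The positive controls were lowest in KO 1, at a geometric mean of 790 counts against 966 to 974 in the other samples. The endogenous total of KO 1, 630757 counts, was near the 626056 of WT 2. DESeq2 called 2 genes, Bnip3 and Pgf, limma-voom called 0, and leaving out KO 1, after which KO 2 stands alone for its group, gave 20. The 95% interval of a log2 fold change reached a median of 0.37 to either side, and with 2 against 2 samples an exact two-sided permutation test cannot give a p below 0.333.

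Of the 33 genes, 13 differed by at least 1.5-fold, 8 higher and 5 lower in KO samples, none of them past the adjusted threshold. Beside Bnip3 and Pgf, the higher genes were Map3k1, a kinase upstream of JNK, at 447 ± 51.7 against 294 ± 31.1 scaled counts, Etv4, an ETS transcription factor downstream of MAPK signaling, at 193 ± 73.8 against 95.3 ± 21.5, and Wee1, an inhibitory kinase of the cell cycle, at 231 ± 46.6 against 153 ± 0.597 (mean ± SD, n = 2). Cdkn1a, which encodes the cell cycle inhibitor p21, was at 4055 ± 1418 against 2518 ± 233, Bcl2l1, which encodes the survival protein Bcl-xL, at 449 ± 54.3 against 297 ± 84.7, and the adaptor gene Shc3 at 28.5 ± 4.06 against 15.7 ± 4.53, close to background. The lower genes, apart from Pik3r3, were Mapt, which encodes the microtubule protein tau, at 95.2 ± 13.5 against 148 ± 5.29, the calcium channel subunit gene Cacnb4 at 28.9 ± 5.94 against 49.4 ± 2.23, Fgf21 at 12.2 ± 2.42 against 21.2 ± 2.05, and the phospholipase gene Pla2g4c at 26.9 ± 4.34 against 54.3 ± 24.7. Fgf21 in both KO samples lay below the background limit. Without KO 2 the log2 fold change of Cdkn1a was 0.28 in place of 0.69, that of Etv4 0.56 in place of 1.02 and that of Wee1 0.38 in place of 0.60. Without WT 2 that of Pla2g4c was -0.46 in place of -1.01, and that of Bcl2l1 was 0.33 without WT 1 and 0.92 without WT 2, in place of 0.60.

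**Figure D1:**
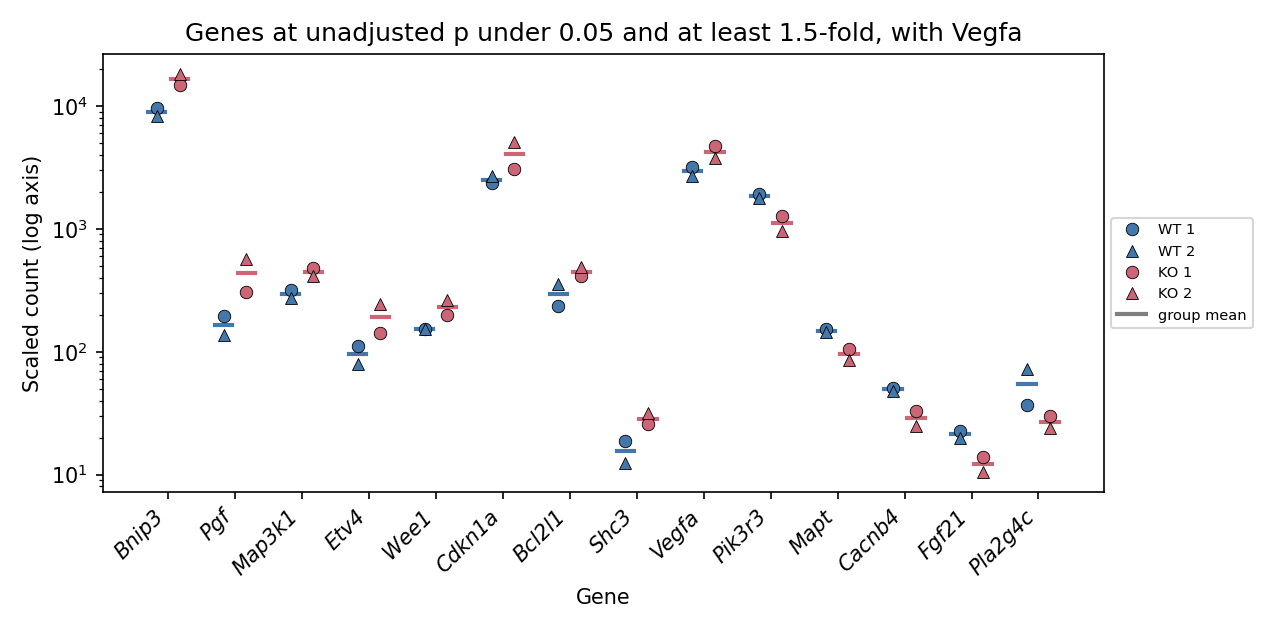
Scaled counts (log axis) of the 13 genes at an unadjusted p under 0.05 and a fold of at least 1.5, and of Vegfa, in WT (blue) and KO (red) samples; circles are sample 1, triangles sample 2, and bars are group means (n = 2). Both KO samples lie on the same side of both WT samples for each gene shown, as for 42.6% of all tested genes in either direction (33.3% by chance), and no gene passed the adjusted threshold (lowest adjusted p = 0.415).

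Pgf was higher in both KO samples than in both WT samples. Its log2 fold change was 1.39 with a standard error of 0.32 and a 95% interval from 0.61 to 2.17 (edgeR, unadjusted p = 0.00471, adjusted p = 0.415). The size of the difference rested in part on KO 2, which held 565 scaled counts. Without KO 2 the log2 fold change was 0.87 (edgeR, adjusted p = 0.459), and without KO 1 it was 1.76 (edgeR, adjusted p = 0.0246). DESeq2 gave 1.47 with an adjusted p of 0.0111, and over all alternatives the adjusted p ranged from 0.0111 to 0.939. KO 2 was also the sample with the highest Klf4, Fos and Jun.

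Vegfa, which encodes vascular endothelial growth factor A, was at 4719 and 3759 scaled counts in the KO samples and at 3215 and 2704 in the WT samples, a log2 fold change of 0.52 ± 0.15 (SE, edgeR, unadjusted p = 0.0145, adjusted p = 0.538). Without KO 1 it was 0.34. Vegfc and Vegfb had the opposite sign. Vegfc was at 192 and 178 in KO and 249 and 288 in WT samples (log2 fold change -0.54), and Vegfb at 2007 and 1738 against 2335 and 2229 (-0.29). Among the 9 tested angiogenic factors and receptors, 5 were higher and 4 lower in KO samples, with a median log2 fold change of 0.05. None passed the threshold over all genes tested, and 3, namely Pgf, Vegfc and Vegfa, passed when adjusted over the list alone. Since the study named Pgf from these samples, that count is not independent evidence. The list did not pass as a whole by camera (adjusted p = 0.201, and adjusted p = 0.865 with an estimated correlation). It passed without KO 2 (adjusted p = 0.0340), and without Pgf, a setting chosen after seeing the data, the adjusted p was 0.740. The endothelial receptor genes Kdr and Flt1 lay below background in each sample.

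The hypoxia response list was the 1 list of 14 that shifted, toward higher values in KO samples, by camera with a preset correlation (adjusted p = 0.000676). The call was lost by camera with an estimated correlation (p = 0.0526, adjusted p = 0.737). The estimated correlation was -0.25, so the call was not lost to members that rise and fall together. That setting uses the 2 residual degrees of freedom, while the preset one measures the spread between genes. The list had 5 tested members, 4 higher and 1 lower, with a median log2 fold change of 0.52, and 2 of them, Bnip3 and Vegfa, passed when adjusted over the list alone while 0 passed over all genes tested. Efna1, an ephrin ligand gene, was at 59.9 and 59.0 scaled counts in KO and 30.2 and 46.8 in WT samples, a log2 fold change of 0.63 that was 0.34 without WT 1 and 0.98 without WT 2. Igfbp3 was near background in each sample, at 12.8 and 24.7 in KO and 14.2 and 19.8 in WT samples, and the stress-response gene Ddit4, the 1 lower member, was at 844 and 528 against 780 and 652; with DESeq2 size factors or positive controls all 5 members were higher. The call was lost too without Bnip3 (camera, unadjusted p = 0.0101, adjusted p = 0.0895, median of the other members 0.34, a setting chosen after seeing the data) and without KO 1 (adjusted p = 0.129), where the median of the list was 0.55 in place of 0.52 while the SD of log2 fold changes over all tested genes was 0.47 in place of 0.31. Without KO 1 the middle member of the list was Igfbp3, near background, while Vegfa was at 0.34 in place of 0.52. With a minimum mean count of 50 too few members were left to test the list. Leaving out Vegfa alone or Igfbp3 alone, settings also chosen after seeing the data, kept the call.

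**Figure D2:**
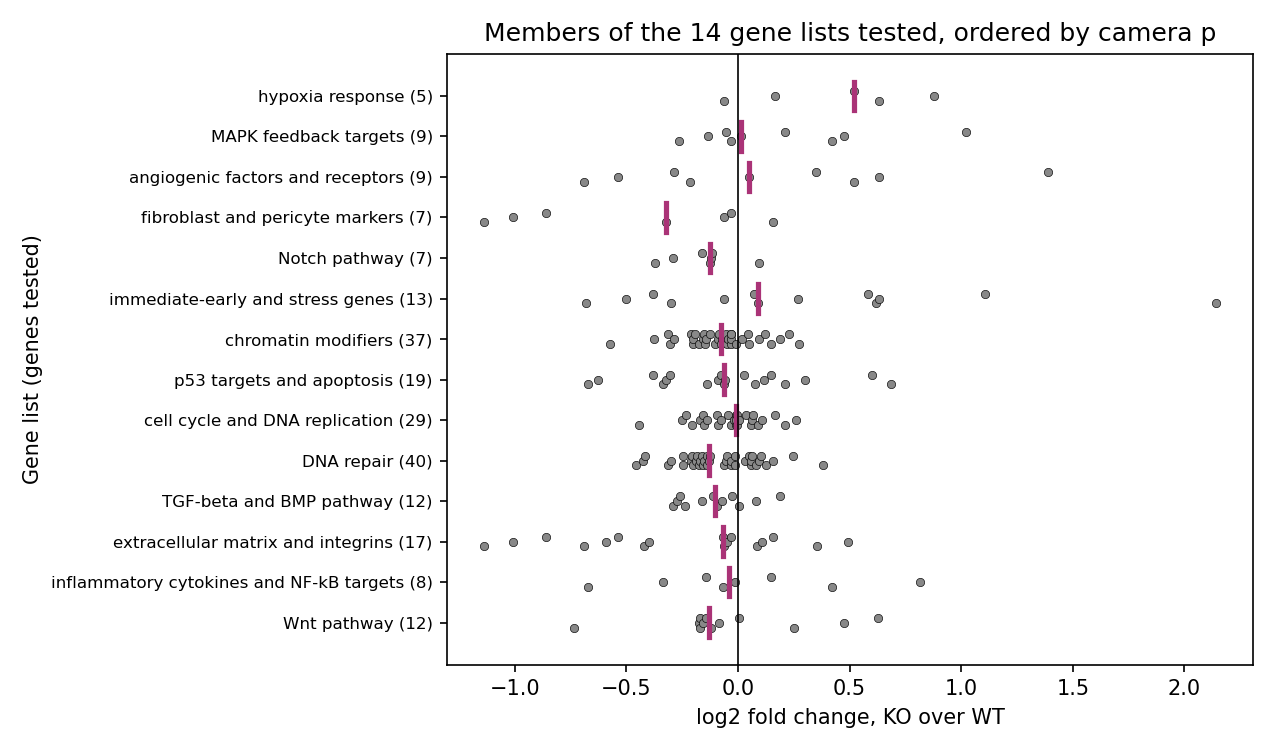
Log2 fold changes (KO over WT, edgeR) of the tested members of the 14 gene lists with at least 5 of them; each grey point is a gene, the vertical bar is the list's median, and the number in parentheses counts the genes tested. The hypoxia response list has the median farthest from 0, at 0.52, and the cell cycle list lies around 0, with a median of -0.01.

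Cell cycle and DNA repair genes showed small differences between the groups. Of 29 tested cell cycle and DNA replication genes, 10 were higher and 19 lower in KO samples, 0 at an unadjusted p under 0.05, and their log2 fold changes lay between -0.44 and 0.26 (camera, adjusted p = 0.740). Of 40 DNA repair genes 12 were higher and 28 lower, with a median of -0.13 (camera, adjusted p = 0.740). These counts moved with the scaling: with TMM 18 cell cycle genes were higher and 11 lower, with positive controls 22 were higher and 7 lower, with a median of 0.13, and the DNA repair genes had a median of 0.00. Lig4, a ligase of non-homologous end joining, was at 169 ± 6.05 scaled counts in KO and 232 ± 5.22 in WT samples, the mismatch repair gene Msh6 at 724 ± 121 against 900 ± 52.3, Rad52 at 85.4 ± 7.73 against 114 ± 3.57, and Polr2d, an RNA polymerase II subunit gene, at 1109 ± 24.9 against 934 ± 28.7 (mean ± SD, n = 2). Without KO 2 the log2 fold change of Msh6 was -0.15 in place of -0.31. Adjusted over the list alone, 0 passed in either list. Without KO 2 the cell cycle list shifted toward higher values relative to the other genes (camera, adjusted p = 0.00496).

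Fibroblast and pericyte markers, fixed as a list because stromal cells share the CD45− gate, included collagen genes with a wide spread within each group. Col3a1 was at 68.0 and 162 scaled counts in WT and 88.7 and 16.2 in KO samples, Col1a1 at 28.3 and 112 against 57.7 and 12.4, and Col1a2 at 34.0 and 55.1 against 33.1 and 16.2, each below the background limit in KO 2. Pdgfrb, a pericyte receptor gene, was at 82.2 and 73.9 against 65.2 and 60.0. Of the 7 tested markers 1 was higher and 6 lower in KO samples, with a median of -0.32 (camera, adjusted p = 0.740; 3 higher and 4 lower with scaling to the positive controls), and without WT 2 the log2 fold change of Col1a1 was 0.30 in place of -1.01. Of 22 measured leukocyte markers, 3 lay above background in at least 2 samples (Pik3cd, Plcg2 and Il3ra), all 3 with lower means in KO samples. Of 5 measured melanocyte lineage genes 4 were tested, among them Pax3 at 1576 to 1979 and Met at 1052 to 1961 scaled counts, and Lef1 lay below background in each sample.

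The 12 tested Wnt pathway genes had a median of -0.13, although camera placed them on the higher side of the other genes (adjusted p = 0.855), as it did the cell cycle, p53 and NF-kB target lists with their medians below 0. Ccnd1, which encodes cyclin D1, was at 4130 ± 1143 in KO and 2969 ± 353 in WT samples, with 4938 in KO 2, the receptor gene Fzd2 at 19.2 ± 1.58 against 31.9 ± 7.78, Fzd9 at 28.9 and 63.8 against 31.2 and 29.1, and Apc at 898 ± 72.4 against 1001 ± 33.2 (mean ± SD, n = 2). Without KO 2 the log2 fold change of Ccnd1 was 0.16 in place of 0.48, that of Fzd9 -0.06 in place of 0.63 and that of Apc -0.08 in place of -0.16. Fzd2 in both KO samples lay below the background limit. Of 9 MAPK feedback targets, 5 were higher and 4 lower, with a median of 0.01 (camera, adjusted p = 0.0895), and 7 higher and 2 lower with TMM. The list passed without KO 1 (adjusted p = 0.0211). Dusp6, a phosphatase gene induced by ERK, was lower in both KO samples, at 3339 and 3306 against 3733 and 4239, while Etv4, Ccnd1 and Spry2 were higher in both. The p53 target list, of 19 tested genes, had 8 higher and 11 lower members and a median of -0.06, which was 0.07 with scaling to the positive controls and 0.01 with DESeq2 size factors, with Cdkn1a and Bcl2l1 the 2 at an unadjusted p under 0.05 (camera, adjusted p = 0.740). Without WT 2 it passed toward higher values (adjusted p = 0.0112).

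Immediate-early and stress genes, of which 8 of 13 were higher and 5 lower, had a median of 0.09 (camera, adjusted p = 0.740). Here the KO samples differed from each other, as they did over all tested genes. Klf4 was at 310 and 3388 scaled counts in KO 1 and KO 2, against 450 and 389 in the WT samples, and Fos at 1282 and 5676, against 2451 and 2197. Without KO 1 the list passed toward higher values in KO (adjusted p = 1.81e-06), and without KO 2 it passed toward lower values (adjusted p = 0.000729). Nr4a3 was lower in both KO samples, at 845 and 768 against 1161 and 1119, and was the 1 gene of this list to pass when adjusted over the list alone.

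**Figure D3:**
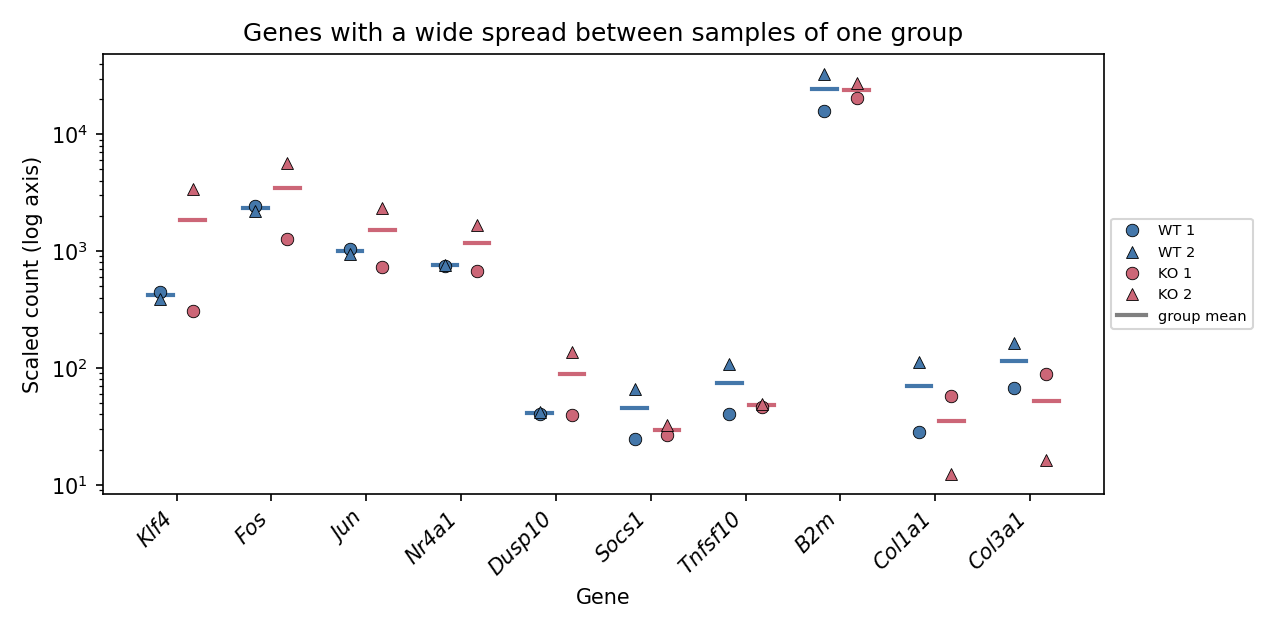
Scaled counts (log axis) of genes with a wide spread between samples of 1 group, chosen after their values were seen, in WT (blue) and KO (red) samples; circles are sample 1, triangles sample 2, and bars are group means (n = 2). Klf4 stands at 3388 in KO 2 and at 310 to 450 in the other samples.

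None of the other 5 lists tested passed. The median log2 fold change was -0.08 for 37 chromatin modifiers, -0.10 for 12 TGF-beta and BMP pathway genes, -0.12 for 7 Notch pathway genes, -0.07 for 17 extracellular matrix and integrin genes and -0.04 for 8 inflammatory cytokine and NF-kB target genes (camera, adjusted p from 0.740 to 0.754). In chromatin modifiers, 28 of 37 genes were lower in KO samples, among them Asxl1 at 406 and 354 against 481 and 507 and Kmt2d at 594 and 522 against 698 and 677. These sit against a median of -0.08 over all 446 genes. Scaling to the positive controls, which were lowest in KO 1, moved that median by 0.13. With it 23 chromatin modifiers were higher and 14 lower, and each of these 5 medians lay above 0, from 0.002 to 0.09. The NF-kB target list had a median above 0 with TMM and DESeq2 size factors too. Of the 7 lists with fewer than 5 tested members, interferon response had 2, antigen presentation 1 (B2m), endothelial markers 3, leukocyte markers 3, and keratinocyte, melanocyte and Hedgehog genes 4 each, and no member of these lists was at an unadjusted p under 0.05.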

Values the study reported

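The study described each of its NanoString panels as covering 750 genes related to cancer with 20 reference controls. On the companion immune profiling panel, run on CD45− cells of the same tumor model, it reported 38 genes that differed significantly between KO and WT mice, with Vegfa higher and type 1 interferon genes lower in KO mice. From the pathways panel analyzed here it named Pgf as significantly higher in KO mice.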

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

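The number of genes past the adjusted threshold was 0 under 5 other scalings, limma-voom, other filters, background subtraction, the deposited scaled signal and the study-type test. DESeq2 called 2, and without 1 sample the count ranged from 0 to 20, the 20 without KO 1. The replicate block gave 1 (Bnip3) and 48 genes at an unadjusted p under 0.05; deviations of same-numbered samples correlated at 0.040 across genes, so the numbers are not taken to pair the samples. Using all housekeeping probes moved nothing, as all 20 were already used. The 33 genes at an unadjusted p under 0.05 became 52 without a filter, 14 with the study-type test and 12 to 105 without 1 sample. The 13 with a fold of at least 1.5 became 20 with positive control scaling, 28 without a filter, 2 with the study-type test and 6 to 40 without 1 sample. The share of higher among the unadjusted calls depended on the scaling: 13 higher and 20 lower became 20 and 14 with TMM, 20 and 10 with DESeq2 size factors, 11 and 31 with total counts, and 25 and 3 with positive controls. Pgf stayed higher in KO in each setting. Its log2 fold change was 1.47 with DESeq2 (past the threshold) and 0.87 to 1.76 without 1 sample. The study-type test, a t-test with unequal variances, gave Pgf an unadjusted p of 0.150, so it did not pass at 0.05. Unlike an exact permutation test, that t-test can pass with 2 against 2 samples. It gave the 14 genes above, among them Bnip3 (t-test with unequal variances, unadjusted p = 0.0480).

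The number of lists past the threshold was 0 with a minimum mean count of 50 or an estimated correlation, and 1 to 4 without 1 sample. The adjusted p of the hypoxia list was 0.737 with an estimated correlation, 0.0895 without Bnip3 and 7.80e-06 to 0.129 without 1 sample. Over 504 comparisons of 27 other named genes, 4 turned sign, all without 1 sample: the log2 fold change ranged from -0.40 to 0.55 for Igfbp3, -2.50 to 0.30 for Col1a1 and -0.064 to 1.08 for Fzd9. Lists that turned direction had these adjusted p: with fry 0.891 (cell cycle), 0.924 (p53 targets), 0.924 (immediate-early), 0.659 (Wnt) and 0.788 (NF-kB targets); without a filter 0.996 (TGF-beta) and 0.864 (extracellular matrix); with a mean count of 50, 0.866 (TGF-beta), 0.866 (Wnt) and 0.794 (extracellular matrix); for Wnt 0.980 with limma-voom and 0.991 with the deposited signal. Without 1 sample the ranges were 0.0954 to 0.881 (fibroblast), 0.00496 to 0.773 (cell cycle), 0.360 to 0.773 (DNA repair), 0.0112 to 0.881 (p53 targets), 1.81e-06 to 0.773 (immediate-early), 0.602 to 0.978 (TGF-beta), 0.632 to 0.978 (Wnt), 0.329 to 0.978 (chromatin), 0.369 to 0.890 (extracellular matrix) and 0.329 to 0.978 (NF-kB targets). Fits without 1 sample leave a lone sample that is assumed to vary like the other group. The cause of these changes was not tested.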

Other observations

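The tests on the lane total, on fibroblast and pericyte markers, on the list without Bnip3 and on other splits of the samples, and the measure used to weigh a single library, were chosen after the results were seen, while the fits without 1 sample and with an estimated correlation were planned. With groups of 2, a sample that stands apart cannot be told from its partner by a test, and the values below are given per sample.

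Some genes stood apart in WT 2. Socs1, an inhibitor of cytokine signaling, was at 65.5 scaled counts in WT 2 and 24.6, 26.7 and 32.4 in the others, and Tnfsf10, which encodes TRAIL, at 107 against 40.6, 46.0 and 49.5. B2m, the light chain of MHC class I, varied without 1 sample standing apart, at 32819 in WT 2, 27530 in KO 2, 20642 in KO 1 and 15699 in WT 1. Casp12 was lowest in WT 1, at 214 against 771, 492 and 720. In KO 2, Jun was at 2318, Nr4a1 at 1658 and Dusp10 at 137, against 732 to 1032, 680 to 756 and 39.6 to 41.6 in the others.

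Klf4, Fos, Jun, Nr4a1 and Dusp10 were high in KO 2 and not in KO 1. The immediate-early and stress list as a whole was split: 8 of its 13 tested members were highest in KO 2, while 4, namely Nr4a3 (768 scaled counts), Myc (2060), Dusp2 (56.2) and Ddit4 (528), were lowest there, and the median over the mean of the other samples was 0.27 on the log2 scale. The total count of the KO 2 lane, 676313, lay within the range of the other samples. That total cannot decide on a loading effect, since the values of these genes were already scaled per sample. Fibroblast and pericyte markers argue against more of these cells in the KO 2 sort: their median there was -0.34 over the mean of the other samples (median absolute deviation 0.61), with 5 of the 7 tested lowest in KO 2 and none above 0.08, against 1.18 to 3.14 for the 5 genes named. This test first asked for a median below 0 by more than the spread, which was not met, and its limit was replaced after the values were seen by the rise of the 5 genes. Other stromal cells were not tested. A stress response, in handling or in the tumor, was not tested, as no label records handling; a comparison of this list with random lists was run and dropped, since it repeats the observation.

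The hypoxia response list was higher in KO samples by camera with a preset correlation. The call was lost by camera with an estimated correlation (p = 0.0526, adjusted p = 0.737) and held with fry (adjusted p = 0.0212). The estimated correlation was -0.25, and that setting rests on 2 residual degrees of freedom. A single library stays open as a source: the list was higher in each fit without 1 sample, but without KO 1 the adjusted p was 0.129. The median log2 fold change in that fit was 0.55 (median absolute deviation of the members 0.31) in place of 0.52 (0.52), but its middle member changed. Igfbp3, near background, rose to 0.55 from 0.17, and Vegfa fell to 0.34 from 0.52. Bnip3 was at 1.02 in place of 0.88 and Efna1 at 0.62 in place of 0.63. The SD over all tested genes was 0.47 in place of 0.31. These values do not decide whether the lost call rests on KO 1. In the separate fits without WT 1, without WT 2 and without KO 2 the call held (adjusted p = 0.0143, 0.0112 and 7.80e-06). The median was 0.34 without WT 1, 0.42 without WT 2 and 0.64 without KO 2. Without WT 1 and without WT 2 it lay within the median absolute deviation of the members, 0.45 and 0.52. These spreads and the lost call in 1 of the 4 fits keep a single library open. The unadjusted p without KO 1, 0.0277, was the measure first used for this test, and it was replaced, after both were seen, by the adjusted p on which the list was called. Bnip3 alone stays open as a source: without it the adjusted p was 0.0895 (unadjusted p = 0.0101) with 4 members left, whose median log2 fold change was 0.34 with a median absolute deviation of 0.345. The unadjusted p counts against Bnip3 as the only member that moved, but the list without it did not pass. A response to Blimp1 loss in Treg cells and a difference in tumor size or oxygen supply at harvest were not tested, as the labels give no volume per tumor.

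The 3 splits of the 4 samples into pairs are too few for a share under 0.05: 1 of them, the real one, gave at least 33 genes at an unadjusted p under 0.05, and the highest of the others gave 23.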
